# Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization

**DOI:** 10.1371/journal.pone.0117293

**Published:** 2015-02-26

**Authors:** Diana Burkart-Waco, Kathie Ngo, Meric Lieberman, Luca Comai

## Abstract

Interspecific hybridization often induces epigenetic remodeling that leads to transposon activation, gene expression changes, and loss of imprinting. These genomic changes can be deleterious and contribute to postzygotic hybrid incompatibility. In *Arabidopsis*, loss of genomic imprinting of *PHERES1* and presumed failure of Polycomb Repressive Complex contributes to seed inviability observed in *A*. *thaliana X A*. *arenosa* interspecific hybrids. We used this species pair to further analyze the relationship between parentally biased gene expression and postzygotic hybrid incompatibility using two *A*. *thaliana* accessions, Col-0 and C24, with differential seed survival. We found that parentally biased expression was perturbed to a similar degree in both *A*. *thaliana* hybrids for *PHERES1*, *HDG3*, and six other normally paternally expressed genes. We propose that early genome remodeling and loss of imprinting of seed development genes induces lethality in both compatible and incompatible hybrids.

## INTRODUCTION

Sexual reproduction in plants results in the formation of two zygotes, the embryo and the endosperm, which together with maternal tissue form the seed. Sexual incompatibility between individuals of different species is commonly manifested by seed death, which is thought to depend on endosperm failure because the embryo can be rescued after microdissection [1]. Proper endosperm development in most angiosperms requires a 2:1 maternal:paternal contribution entailing multiple differentially contributed factors [2] including those resulting from genomic imprinting. Imprinting, the parent-of-origin dependent regulation of genes, ensues when one allele is preferentially expressed while the other allele is preferentially repressed. Expression bias manifested as down-regulation or complete suppression is associated with differential DNA methylation established by the coordinated action of methylating and demethylating pathways [3–6] such as is the case with imprinted gene *MEDEA* [7]. Differentially Methylated Regions (DMR) depending on parent of origin can be found in endosperm nuclear DNA, but not in embryo DNA, and are associated with genes that are preferentially expressed according to parent of origin. Another epigenetic pathway contributing to imprinting involves Polycomb Repressive Complex 2 (PRC2) and is exemplified by regulation of *PHERES1* [8,9], a paternally expressed gene (PEG) [10], whose suppression in the maternally-inherited allele requires FIS2, a PRC2 subunit protein. This regulation is likely to encompass multiple other PEGs [11,12]. At the same time, PRC2 contributes to regulation of maternally expressed genes, MEGs [10], exemplified by its action on the gene *MEDEA*, itself encoding a PRC2 subunit. Criteria to identify imprinted genes rely on expression and chromatin state [4,10–12]. In *A*. *thaliana*, about 300 genes fit at least some of these criteria. A majority are maternally expressed and most are regulated in the endosperm [10,12]. The observation of imprinted genes in endosperm is consistent with prevalence of imprinting in organs, such as the placenta, that nourish the embryo in mammals (reviewed in [13–15]). On the other hand, while embryonic transcription has been reported to be biparental from early seed development [10,16], a temporal gradient involving paternal delay has also been detected [17–19]. Indeed, a few genes are known to be imprinted in the embryo and developed sporophyte [11,20,21]. Therefore, imprinting can evolve in non-nutritive tissues albeit at a low frequency.

Endosperm-dependent seed failure in interspecific crosses has fostered the hypothesis that parental conflict drove the evolution of imprinting as a means of balancing opposing interests over the allocation of resources to progeny [22]. Inconsistencies between predictions of the parental conflict hypothesis and experimental data have stimulated alternative hypotheses [23,24]. For example, Beaudet and Jiang [25] proposed that haploid advantage and selection for hypervariability at dosage-sensitive loci may drive rapid evolution of imprinting. Whatever the explanation, plants display considerable variation in gene imprinting: rice and Arabidopsis share few imprinted genes [20] and substantial divergence in imprinting is obvious between rice and maize [26]. Rapid evolution of imprinting programs is likely to cause incompatibility in crosses between divergent individuals, resulting in failure of the endosperm. Consistent with this possibility, incompatibility between wild rice species and between *Arabidopsis thaliana* (At) and *Arabidopsis arenosa* (Aa) has been associated with subversion of imprinted gene regulation. In the latter system, seed death was associated with regulatory failure of two imprinted genes. Josefsson *et al*. [27] found that *PHERES1* (*PHE1*) misregulation is partially responsible for seed abortion in this interspecific cross as *PHE1* is biparental in hybrid crosses and knocking out *PHE1* significantly improved seed survival. Because *PHE1* is regulated by both the Polycomb Repressive Complex 2 and *DNA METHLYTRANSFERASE 1* (*MET1*), the aberrant transcription could result from either MET1 or PRC2 failure [27,28]. In the same experiment, the maternally expressed gene (MEG) *MEDEA* (*MEA*) displayed partial paternal expression. Following these findings, we set out to determine if there is a global loss of parentally biased gene expression in Arabidopsis wide-hybrids or if loss of imprinting is restricted to *PHE1* and *MEA*. We focused on two accessions of *A*. *thaliana*, Columbia (Col-0) and C24 (C24), which are known to display wide variation in hybridization success to *A*. *arenosa* (Aa) [29]. Additionally, we wanted to determine if differential survival of Col-0 X *A*. *arenosa* (0%) and C24 X *A*. *arenosa* (~17%) is the result of aberrant parentally biased gene expression. The expectation is that, if loss of imprinting underlies differential seed survival, there should be more severe parentally biased gene expression defects in incompatible Col-0 X *A*. *arenosa* hybrids.

To identify aberrant gene expression, we sequenced RNA and used single nucleotide polymorphism (SNP) analysis to characterize the parent-of-origin of transcripts of intraspecific reciprocal crosses of accessions Col-0 and C24, and interspecific crosses of the same two accessions to *A*. *arenosa*, a close sister species of *A*. *thaliana*. We found that in Arabidopsis wide-hybrids RNAs of most PEGs shifted from paternally biased to maternal. In addition to the previously reported *PHE1*, PEGs such as *HOMEODOMAIN GLABROUS* 3 (*HDG3*), *ALPHA-FUCOSIDASE* 1 (*ATFX1*), *ADMETOS* (*ADM*), displayed derepression of the maternal allele. At the same time more than 70 genes displayed unexpected paternal expression because they are not classified as PEGs in *A*. *thaliana* control intraspecific hybrids or in the literature. We consider alternative explanations for the general derepression of paternally biased, maternally imprinted genes and activation of novel paternal genes.

## MATERIALS AND METHODS

### Growth conditions

Wild-type Col-0 (CS6673) and C24 (CS22620), as well as male sterile lines that were hemizygous for a male sterility construct [30], were grown in 16 hours of light at 21°C and 8 hours of dark at 18°C. The male-sterile *A*. *thaliana* lines (ColA9 and C24A9) were either pollinated by *A*. *arenosa Strecno* (from M. Lysak and M. Koch) or wild-type Col-0 or C24. Several types of crosses with two biological replicates for each condition were used in these experiments: Intraspecific hybrids ColA9 X C24 and C24A9 X Col-0 and interspecific hybrids ColA9 X Aa and C24A9 X Aa plus *A*. *arenosa* controls [31]. No emasculation was needed because all egg donors either had a sterility construct or were self-incompatible (*A*. *arenosa*) [32,33].

### Plant material and RNA sequencing

For a detailed description of plant material and RNA sequencing see Burkart-Waco *et al*. (2013) [31]. At 3 days after pollination, fresh siliques were harvested (~50–80 siliques per replicate) and seeds were dissected from each silique and frozen on dry ice for RNA isolation using Plant RNA Reagent (Invitrogen, Carlsbad, California). All RNA was harvested from seed tissue. Libraries were constructed using homemade version of the Illumina RNA-Seq kit, using 10 μg of poly-A containing total RNA. After mRNA was isolated using poly-A purification, cDNA was synthesized and adaptors were ligated (S1 Table) in preparation for enrichment (12 cycles, Thermo Scientific Phusion High-Fidelity DNA Polymerase) and sequencing (Illumina GAIIx, 80 b paired end reads).

To obtain greater sequence depth of low- to moderate-abundance RNA, such as PEGs, we treated replicate 2 of Col-0 X C24 and C24 X Col-0 with the crab duplex-specific nuclease (see for rationale and methods [34]) and reamplified with 8–10 cycles of PCR prior to Illumina sequencing.

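The 100 genes with the most reads in replicate 1 of the other cross took 27.6% of the reads in replicate 1 of Col-0 X C24 (95% Wilson interval 27.5% to 27.6%) and 20.9% in replicate 2, which the paper states was treated (20.8% to 20.9%). In C24 X Col-0 this share was 36.3% in replicate 1 (36.2% to 36.3%) and 25.2% in replicate 2 (25.2% to 25.2%). These intervals cover counting error only, since amplified reads are not independent molecules, and with 1 library per cross and treatment there is no replicate of the treatment within a cross. The share in replicate 2 was 0.756 times that in replicate 1 in Col-0 X C24, and 0.554 times when only the 10 most abundant genes were taken. When the reads were brought to the depth of the smallest library, 16417 loci in replicate 1 and 17008 in replicate 2 of Col-0 X C24 had at least 5 reads. The same count was 15396 in replicate 1 and 21638 in replicate 2 of C24 X Col-0, a library that also has reads on many loci with 0 reads in every other library. The 65 PEGs from the literature took 641 reads per 1000000 in replicate 1 of Col-0 X C24 (622 to 661) and 1253 in replicate 2 (1216 to 1290). In C24 X Col-0 they took 474 reads per 1000000 in replicate 1 (457 to 492) and 1237 in replicate 2 (1208 to 1267).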

For independent validation of candidate MEGs and PEGs, three crosses of ColA9 X C24 and two crosses of ColA9 X Aa were performed as described above. Seed from approximately 40 siliques were harvested for each condition and RNA was isolated with Plant RNA Reagent. Approximately 1 μg of total RNA was obtained and treated with DNase 1 (New England Biolabs), according to manufacturer’s specifications. After RNAse treatment, cDNA was obtained with SuperScript III (Life Technologies). Select genes were amplified (see S2 Table for gene name and primer sequence) and pooled in equal quantities to 500 ng total using SYBR Green1 dye. After pooling, adaptors (S1 Table) were ligated with NEB Quick Ligase. Both biological replicates of Col-0 X Aa were technically replicated to ensure reproducibility of library preparation. KAPA Library Quant Kit (KAPA Biosystems) was then used to assess ligation efficiency and sequencing potential. PCR products were then sequenced on Illumina HiSeq 2000 (100 b paired end reads).

### Computational analysis

#### Sequence Preprocessing

Sequences were divided according to barcodes (S1 Table) and barcodes were removed. The Illumina 1.5+ format (fastq) reads were trimmed for adaptor contamination and bases with a quality score lower than Phred 20 were also excluded using a custom Python script. Reads that were shorter than 27 bases (for 80 b paired end) or 39 bases (for 100 b paired end). The Illumina quality scores were converted to Sanger scores, which are compatible with most aligners. Biological replicates were pooled for greater sequence depth. All sequence data for intraspecific control crosses and validation experiment are available for download at GEO (ID GSE56675) and for interspecific hybrids and *A*. *arenosa* (GSE42957).

Processed and pooled sequences were aligned to *A*. *thaliana* TAIR10 cDNA all gene models (available for download at ftp://ftp.arabidopsis.org//home/tair/Sequences//blast_datasets/TAIR10_blastsets/TAIR10_cdna_20101214_updated) using Burrows-Wheeler Aligner (BWA) version 0.5.8c [35]. Default settings were used with the addition of a trim quality of 20. SAM files and parsed pileups were generated using Samtools version 0.1.7 [36] as well as custom Python scripts.

#### SNP detection

For an overview of parent-of-origin expression detection, see S1 Fig. To detect parentally biased gene expression in *Arabidopsis* hybrids, we first sequenced Col-0, C24, and *A*. *arenosa* RNA using the Illumina sequencing platform to identify high-probability parent-specific SNPs. We removed reads with the same start position to ensure SNP coverage was not inflated. Because *A*. *arenosa* is an obligate outcrosser and displays frequent heterozygosity [33], we were concerned about ambiguity in SNP analysis. For SNP identification, we selected positions in all controls where 95% of reads contained a SNP at a coverage greater or equal to five reads. The mean percent SNP represents the sum of all positions within a single gene where a SNP was identified divided by the number of SNP identified for each gene; the mean coverage represents the sum of reads across all positions for which a SNP was observed divided by the number of positions. In RNA extracted from C24 seed derived by selfed crosses, we identified 84,255 SNP (mean percent SNP = 99.9% ± S.D. 0.5% and mean coverage = 27 reads ± S.D. 23 reads), which covered 13,376 genes (S1 File). In *A*. *arenosa* RNA, we identified 340,813 SNPs (mean percent SNP = 99.9% ± S.D. 0.4% and mean coverage = 16 reads ± S.D. 16 reads) covering 16,476 *A*. *arenosa* genes (S2 File). We then filtered out positions that had the same SNP base in both C24 and Aa. This provided us with 329,858 *A*. *arenosa* SNPs mapping to 16,422 genes (S2 Fig.). Approximately 15K Col-0 SNPs were also identified and removed from further analysis. Reciprocal control crosses and interspecific hybrids were then aligned to TAIR10 cDNA and SNPs identified in a manner similar to that used in the parents (coverage ≥ five reads with any SNP percentage).

#### Identification of parent of origin

Chi-square analysis using JMP 10.0 (SAS Institute) was used to identify differential maternal and paternal contributions for the following comparisons: 1) Col-0 X A. arenosa versus C24 X A. arenosa, 2) Col-0 X A. arenosa versus Col-0 X C24, 3) Col-0 X C24 versus C24 X Col-0, and 4) C24 X A. arenosa versus C24 X Col-0. First, the mean percent SNP and mean coverage for each library was calculated gene-by-gene. Then, for each gene, the approximate number of maternal reads or paternal reads was calculated using the following formulas:

$$N_{m}=C*\frac{P_{m}}{100}$$

$$N_{p}=C*\frac{P_{p}}{100}$$

Where N_m_ and N_p_ are the number of maternal or paternal reads, respectively. C is the total read count. P_m_ and P_p_ are the maternal or paternal allelic fraction, respectively, expressed as %.

To avoid division by zero, pseudocounts (adding one to the coverage for each library) were employed. Chi-square was determined in JMP and *P*-values were ranked and adjusted following the Benjamini-Hochberg correction [37]. Genes that in a pairwise comparison exceeded the allelic ratio of 2m:1p (*Padj* < 0.05) were considered MEGs. Genes that were below the allelic ratio of 1m:1p (*Padj* < 0.05) were considered to be PEGs. Both were reported in S3–S10 Files. Additional comparisons between hybrids and controls were also conducted using Chi-squared tests. Biological significance of outliers was assessed using “The Database for Annotation, Visualization and Integrated Discovery” (DAVID) [38]. Genes with known parental biases (from literature or The Arabidopsis Information Resource, TAIR) were used to confirm whether differential gene expression between hybrids and controls could be attributed to loss of imprinting.

#### Read counts

Read were mapped to TAIR10 cDNA (all gene models) as described above. Normalized read counts (normalized to smallest library) were generated using R package DESeq [39].

### Identification of a high reliability set of endosperm specific genes

We used an available dataset of tissue specific expression during seed development for 23,592 genes (Harada-Goldberg LCM dataset [40]). We focused on the preglobular and globular stages, which correspond to the timing of our analysis. For each gene, we derived a maximum value for all endosperm expression values and another maximum for the non-endosperm tissues (seed coat, suspensor, embryo). A log ratio of the maxima was calculated by the following formula:

$$log\frac{max\_endosperm\_value-2.3}{max\_nonendosperm\_value-2.3}$$

where 2.3 is a minimum threshold of expression that can be taken as the 0 in the LCM dataset. A log sum of the expression was by the formula:

log(endosperm_value+nonendosperm_value).

Low expressors were filtered by taking a minimum log sum of 1.8 resulting in 15,352 well expressed genes. For this set, we defined the top outliers of the distribution of the log ratio of the maxima using a Tukey outlier box plot where outliers (i.e. genes displaying high expression in endosperm and low expression in seed coat and embryo) are defined as those that exceed the 3rd quartile + 1.5*(interquartile range) of the distribution. This resulted in 940 genes (S11 File).

## RESULTS

### Parental bias in the interspecific transcriptome

We selected two *A*. *thaliana* accessions, C24 and Col-0, for their differential compatibility, respectively, 17% and 0% live seed, when hybridized to the tester, *A*. *arenosa* accession Strecno (Fig. 1-A). To investigate whether parental expression bias contributed to incompatibility we compared early seed (Fig. 1-B) transcriptomes at 3 day after pollination (DAP) from the two hybrid crosses [31] hereby referred to as the “hybrids”, as well as reciprocal intraspecific crosses between *A*. *thaliana* Col-0 and C24, referred to as the “controls”. 

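For the control crosses, seeds were sampled 3 days after pollination, and mRNA-seq gave 2 libraries of Col-0 X C24 and 2 of C24 X Col-0, with the seed parent named first. The authors deposited the raw count of reads on each of 33602 loci, without normalization. Reads had been trimmed for quality and adaptors and aligned with BWA to the TAIR10 cDNA of all gene models, and the counts of the gene models of a locus were merged. The paper's methods do not say how a read that fits more than 1 locus was counted. The counted reads came to 6498145 and 3538335 in replicates 1 and 2 of Col-0 X C24, and to 6101597 and 5521691 in replicates 1 and 2 of C24 X Col-0. Replicate 1 of each cross also has a column of raw counts marked N, with 3876803 reads in Col-0 X C24 and 3395442 in C24 X Col-0. The meaning of this mark is not given with the counts, and these columns were not used to compare the crosses. The hybrid transcriptomes were not analysed here.

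Normalized counts were obtained by dividing each raw count by the size factor of its library. The size factors were 0.777 and 0.528 for replicates 1 and 2 of Col-0 X C24 and 0.478 and 0.739 for those of C24 X Col-0. They were read from the normalized counts in S14 File, where 1 factor per library returned the listed value of all 77 genes. The crosses were compared with edgeR's quasi-likelihood test on TMM-normalized counts of the 16779 genes with at least 10 reads in at least 2 libraries, with Benjamini-Hochberg adjustment. Of these, 0 genes had an adjusted p under 0.05 and 1251 had an unadjusted p under 0.05. The alternative that moved this count most, among those set before the data were examined, added the replicate number as a block, and 1118 genes then passed, 376 of them higher in Col-0 X C24 and 742 lower. The paper places the nuclease treatment on replicate 2 of both crosses, so the replicate number would also be the treatment. The counts do not settle which libraries were treated. The columns marked N stand beside replicate 1 and have a flatter distribution of reads than replicate 2.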

The *A*. *arenosa* genome displays ~5% nucleotide coding region divergence from the well characterized *A*. *thaliana* genome. We elected to map sequenced cDNA to the *A*. *thaliana* reference genes using an optimized C24 (S1 File, SNPs derived from C24 mRNA-seq libraries [31]) and *A*. *arenosa* (S2 File, SNPs derived from *A*. *arenosa* accessions Care and Strecno) SNP set to score allelic contribution (S1A Fig.). Control mappings indicated that this entailed an acceptable technical bias: genomic DNA and leaf cDNA from the natural allopolyploid (functionally a hybrid) *Arabidopsis suecica* representing 50:50 (*thaliana*:*arenosa*) sequence mixes yielded a ~60% *thaliana* SNP bias (see Methods for details). We set different SNP thresholds for categories of parental gene expression in intra- and interspecific hybrids: maternal at > 66% reflecting the expectation of 2:1 maternal:paternal genome ratio in endosperm, and paternal arbitrarily at > 50% SNP (both at Chi-square *Padj* < *0.05*; see methods for further explanations) (S1B Fig.). A similar method was also used by Wolff *et al*. to test allele-specific expression [12].

**Fig 1:**
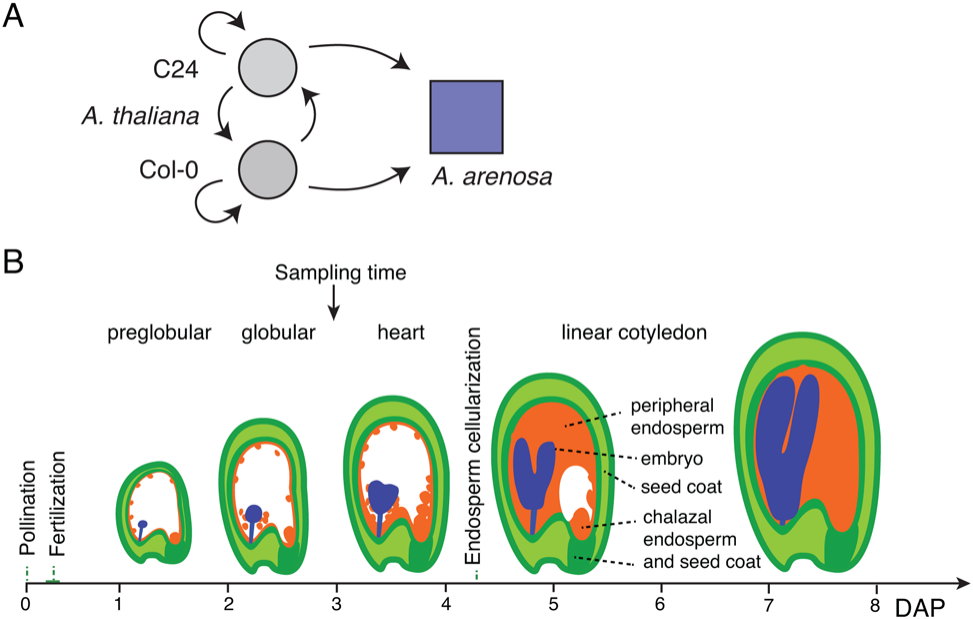
Hybrid crossing scheme and RNA sampling. **A**. Crosses between *A*. *thaliana* accessions, *A*. *thaliana* by *A*. *arenosa* interspecific crosses, and selfed crosses of parents were performed to detect parentally biased gene expression at 3 days after pollination. Arrows point to the males. **B**. Diagram of early *A*. *thaliana* development displaying seed compartment and stage of RNA sampling.

In the intraspecific control crosses we could determine parental origin for the mRNAs of ~10,800 genes (Table 1, S2 Fig., and S3–S4, S7–S8 Files). About 49% of the genes had a maternal SNP pattern, 50% were biparental, and 1% were paternal (Col-0 X C24, Table 1). This is consistent with seed composition during early development, which is biased toward maternal tissue and, to a lesser amount, endosperm. The trend found in control crosses was magnified in interspecific crosses where out of ~15,000 genes whose mRNAs could be assigned to parental genomes (S2 Fig. and S5–S6, S9–S10 Files), ~66% were classified as maternal, ~33% biparental, and less than 1% were paternal (Table 1).

**Table 1:** Parentally biased expression of 3 DAP Arabidopsis.

Cross ^a^	Total genes with SNPs ^b^	Expression Class	Informative Genes	Distribution of Reads
Col-0 X C24	10,754	Maternal	5,311	49.3%
		Biparental	5,365	49.9%
		Paternal	78	0.7%
C24 X Col-0	10,853	Maternal	4,350	40.1%
		Biparental	6,470	59.6%
		Paternal	33	0.3%
Col-0 X Aa ^b^	14,578	Maternal	10,899	74.8%
		Biparental	3,598	24.7%
		Paternal	80	0.5%
C24 X Aa	14,417	Maternal	9,762	67.7%
		Biparental	4,568	31.7%
		Paternal	87	0.6%

^a^ Col-0, *A*. *thaliana* accession Col-0; C24, *A*. *thaliana* accession C24; Aa, *Arabidopsis arenosa*

^b^ Single nucleotide polymorphism identified from alignments of sequence reads derived from *A*. *thaliana* C24 or from *A*. *arenosa* to TAIR10 cDNA (http://www.arabidopsis.org/)

To compare patterns of parental bias across all experiments we selected 7,198 genes that were represented by a mean of five or more reads in each cross. Using this gene set, the mean paternal bias was slightly higher in the hybrids (4.18 and 6.04 for Col-0 x Aa and C24 x Aa, respectively) compared to controls (3.55 and 6.01 for Col-0 x C24 and C24 x Col-0, respectively), more markedly when C24 was the maternal parent (Fig. 2). While all means differed significantly according to Wilcoxon signed rank test, the differences were small. We concluded that overall paternal bias was slightly increased in the hybrids, but not grossly altered.

**Fig 2:**
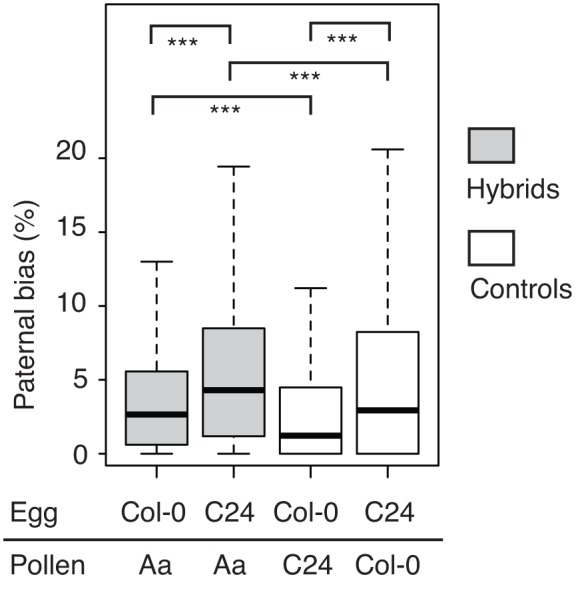
Overall changes in parental bias. Parental bias in transcripts of genes that were expressed in all crosses. Box plots illustrate how among commonly expressed genes interspecific crosses do not result in an overall erosion of paternal bias. Brackets indicate the outcome of Wilcoxon signed rank test (***: *P* < 0.001).

### Natural variation of parental regulation is mainly evident in the pollen parent

We focused on candidate MEGs and PEGs identified in control and hybrid crosses (thereafter in this section referred to as MEGs and PEGs) to determine how parental genotype affected their behavior. In the control crosses, Col-0 X C24 and C24 X Col-0, over 2000 genes with parental bias displayed accession-dependent effects (S3 Fig.). For example, of the 5,311 MEGs in Col-0 X C24, only two-thirds were classified as MEGs in C24 X Col-0 (S3A Fig.). Of the 78 PEGs in Col-0 X C24, only 11 were scored as PEGs in C24 X Col-0, with an additional 74 unique PEGs in C24 X Col-0 (S3B Fig.). In Col-0 X Aa, 51 of 80 PEGs (64%) were scored as PEGs in C24 X Aa (S3B Fig.).

Because a number of genes displayed accession-dependent effects, we set out to determine if parentally biased gene expression was preserved across species barriers. Our findings are presented in S4 Fig. The majority of candidate MEGs identified in the intraspecific control crosses were also maternal in the interspecific comparison (S4A Fig.). The 433 MEGs unique to Col-0 X C24 were enriched for cell killing (*Padj* < 0.05), but only relative to seed genes [31], not TAIR10 (S3 Table). A similar number of MEGs were identified in C24 X Col-0 versus C24 X *A*. *arenosa*, with no significant gene ontology enrichment, perhaps due to the small number of unique MEGs. For hybrid crosses, 6,021 genes were classified as candidate MEGs in Col-0 X Aa, but not Col-0 X C24, including six AGAMOUS-LIKE proteins (*AGL5*, *13*, *27*, *30*, *31*, *32*), known MEGs TRANSPARENT TESTA protein 1 and 2, and many other genes relating to intracellular transport (S3 Table). In C24 X Aa, we also identified *TTG1* and *AGL13* as MEGs.

We were concerned that the sets of candidate maternally-expressed genes were biased for maternally-derived seed coat proteins and that these genes were impairing our ability to detect differences between accessions. After filtering for endosperm specificity (see Methods, S11 File) [40], we defined approximately 200 candidate MEGs for each cross type, with greater than 50% of MEGs shared between hybrids and controls of the same maternal accession (S4A Fig.).

PEGs displayed differential regulation in the intraspecific comparison. Less than 5% of all PEGs in both Col-0 and C24 hybrid were identified as PEGs in intraspecific control crosses (S4B Fig.). Since the PEGs in the above analysis displayed accession-dependent parental bias, we wanted to extend the analysis to a larger gene set and used the 7,198 genes defined above that are expressed in both control and hybrid crosses. Intraspecific and interspecific crosses share the same maternal seed parent: Col-0 and C24. They differ, however, in type and number of paternal seed parents: intraspecific crosses use two different parents, while interspecific crosses use a common pollen seed parent. The effect of divergent versus identical pollen seed parent can thus be compared and, as evidenced in Fig. 3, a better correlation of paternal bias is seen in the latter (R squared 0.54 vs 0.17, *P* < 0.001).

**Fig 3:**
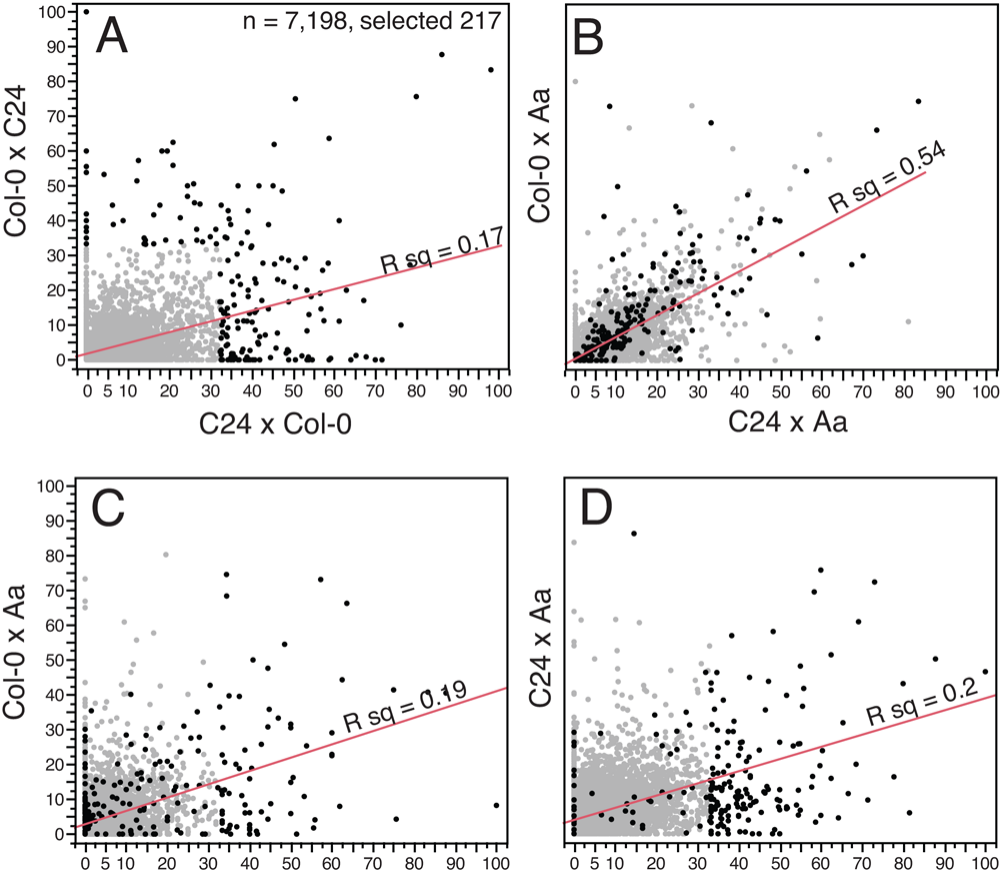
Paternal bias is most correlated in crosses sharing the same pollen parent. Fraction of paternal transcript for each gene crossing a threshold of minimum mean expression in all of the four studied crosses. Most genes are significantly parentally biased in at least one cross. The linear regression lines are shown. **A**. Paternal bias is poorly correlated in reciprocal intraspecific crosses of *A*. *thaliana* accessions Col and C24. Genes that exceed 33% paternal bias are highlighted in black and their position can be compared in plot B, C and D. **B**. Higher correlation in interspecific hybrids formed by pollination of *A*. *thaliana* by the same accession of *A*. *arenosa*. **C,D**. Sharing the same seed parent does not increase correlation of paternal bias.

In summary, comparison of Col-0 and C24 reciprocal crosses revealed that PEG expression was not conserved (S4 Fig. and Fig. 3). Substantial conservation, however, was evident when the two accessions of *A*. *thaliana* were used as seed parent and mated to the same pollen parent, even if the latter belonged to a different species. Taken together these results suggested that paternal expression was largely dependent on the pollen parent. This is consistent with variation described when comparing imprinted gene identified with different combination of *A*. *thaliana* accessions [12]. We decided to focus on PEGs, which should not be biased by maternally-derived tissue contamination.

### The fate of PEGs during interspecific hybridization

To understand the status of paternal gene expression post-hybridization, a literature search was performed to identify previously characterized imprinted genes. We found references to 200 MEGs and PEGs, with approximately 65 genes with predicted paternal biased expression in the endosperm and embryo [3,7,10–12,16,41–44] (S4 Table). Using alignments to *A*. *thaliana* cDNA and data from our *de novo* SNP analysis, we were able to determine that some of these genes were expressed in hybrid and control crosses (S4 Table). 

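All 65 PEGs of S12 File have a locus in the count table of the control crosses. Their mean raw count over the 2 replicates was above 5 reads for 51 genes in Col-0 X C24 and for 59 genes in C24 X Col-0. With normalized in place of raw counts, 56 and 61 genes were above 5. In replicate 1 alone the counts were 51 in Col-0 X C24 and 52 in C24 X Col-0, and in replicate 2 alone they were 50 and 62. The median of the normalized count over the 65 genes was 53.7 in Col-0 X C24 and 74.0 in C24 X Col-0, and 1 gene had 0 reads in both libraries of Col-0 X C24. Of the 65 genes, 52 entered the test between the crosses, and 34 of these were lower in Col-0 X C24 than in C24 X Col-0, with a median log2 fold change of -0.21. As a set they were lower in Col-0 X C24 (limma's camera with an inter-gene correlation of 0.01, two-sided, adjusted p = 0.0175 over 3 lists). This did not hold with limma's fry, at an adjusted p of 0.323, with an estimated correlation, at 0.386, or in limma's camera with the replicate block, at 0.09995. Without replicate 2 of C24 X Col-0 the median log2 fold change was 0.08. Of the 52 genes, 0 passed an adjusted p of 0.05 in edgeR's test, over all genes or adjusted over the list alone, and 6 had an unadjusted p under 0.05, while with the replicate block 3 did in each.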

Since reciprocal interspecific crosses were not possible because of unilateral incompatibility between *A*. *thaliana* and *A*. *arenosa* [32], our analysis was limited to comparing parental ratios between interspecific hybrid and corresponding intraspecific controls (i.e. Col-0 X C24 versus Col-0 X *A*. *arenosa*).

The analysis of paternally-biased genes confirmed the disruption of paternal expression observed in the overall analysis above. Of 65 previously described PEGs (S12 File), 52 were expressed with sufficient coverage for SNP detection. None were paternally biased in Col-0 X Aa (Table 2, Fig. 4, and S9 and S12 Files). We observed maternal bias for 17 genes (Table 2, Fig. 4, and S5 File) including *SU(VAR)3–9 HOMOLOG 9* (*SUVH9*), *ATFXG1*, *CHROMATIN REMODELING 34*. In the case of characterized PEG *PHERES1*, expression was entirely dependent on the maternal allele as all reads matched the Col-0 sequence perfectly (Table 2, S5 Fig., and S13 File).

**Table 2:** Abnormal Paternally Expressed Genes (PEGs).

			Col-0 X Aa		C24 X Aa		Col-0 X C24		C24 X Col-0	
Gene	Gene product	Aa expr. ^a^	Pat % ^b^	N^c^	Pat %	N	Pat %	N	Pat %	N
*AT1G57800*	VIM5	traces	-	607	-	728	96.3^d^	58	73.7	145
*AT1G65330*	PHERES1	none	-	802	-	747	95.6^d^	407	98.1^d^	202
*AT1G67820*	phosphatase	traces	40.4	27	50.0	56	87.7^d^	88	87.9^d^	149
*AT1G67830*	ATFXG1	Low	4.3	1083	6.0	1319	-	53	81.6^d^	188
*AT2G32370*	HDG3	none	-	234	-	281	87.9^d^	54	54.2	128
*AT2G40520*	nucleotidy-ltransferase	none	-	49	-	42	-	546	89.0	303
*AT3G49770*	unknown	none	-	4	-	27	100.0^d^	23	77.5	267
*AT3G50720*	kinase	none	-	3	-	27	100.0^d^	34	95.0^d^	48
*AT4G31900*	PKR2	none	-	42	-	197	100.0	133	84.4	166

^a^ Expression in *Arabidopsis arenosa* sib-cross as evaluated from aligned reads on IGV browser [49].

^b^ Mean % of paternal SNP (mean coverage = > 5 reads per gene).

^c^ Coverage determined by mean number of reads that mapped to TAIR10 (average of two biological replicates).

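The 9 genes of Table 2 were read from the counts of the control crosses, with positions from the TAIR10.1 annotation. VIM5 (AT1G57800, chromosome 1, 21408623 to 21412283) had a normalized count of 53.6 ± 28.5 (SD, n = 2 replicates here and for the genes that follow) in Col-0 X C24 and 128 ± 4.03 in C24 X Col-0. PHERES1 (AT1G65330, chromosome 1, 24266257 to 24267336), a gene of 1 exon, had 58.3 ± 5.95 in Col-0 X C24 and 145 ± 9.51 in C24 X Col-0. Of its 80-base windows, 4.10% also occur in its paralog PHERES2 (AT1G65300), so that some of its reads could have been counted on either gene. ATFXG1 (AT1G67830, chromosome 1, 25431549 to 25433091) had 52.6 ± 7.49 and 188 ± 12.8, and the phosphatase gene AT1G67820 (chromosome 1, 25429750 to 25431600) had 407 ± 377 and 201 ± 113. The last 52 bases of these 2 genes overlap on opposite strands. HDG3 (AT2G32370, chromosome 2, 13740878 to 13746286) had 546 ± 699.7 in Col-0 X C24 and 303 ± 317 in C24 X Col-0, because its raw count rose from 40 reads in replicate 1 to 550 in replicate 2 of the first cross and from 38 to 390 in the other. For AT2G40520 the normalized counts were 133 ± 84.6 and 166 ± 51.8, for AT3G49770 they were 22.9 ± 5.09 and 26.7 ± 2.34, for AT3G50720 34.2 ± 13.5 and 47.7 ± 32.0, and for PKR2 (AT4G31900) 88.2 ± 46.5 and 149 ± 86.1.

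The difference between the crosses exceeded the replicate SDs for VIM5, PHERES1 and ATFXG1. In edgeR's test 0 of the 9 genes passed an adjusted p of 0.05, and 2 had an unadjusted p under 0.05. The log2 fold change of ATFXG1, in Col-0 X C24 over C24 X Col-0, was -1.80 (standard error 0.39, adjusted p = 0.355 in edgeR's test), and with the replicate block it passed, at an adjusted p of 0.0129. For AT1G67820 the log2 fold change was 1.01 (standard error 0.81) and for HDG3 0.83 (standard error 1.39), and both depend on which replicate 2 library is present. Without replicate 2 of Col-0 X C24 they were -0.51 and -2.56, and without replicate 2 of C24 X Col-0 they were 1.80 and 2.84. With the replicate block they were 0.80 (adjusted p = 0.168 in edgeR's test) and 0.35 (adjusted p = 0.673 in the same test).

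**Figure D1:**
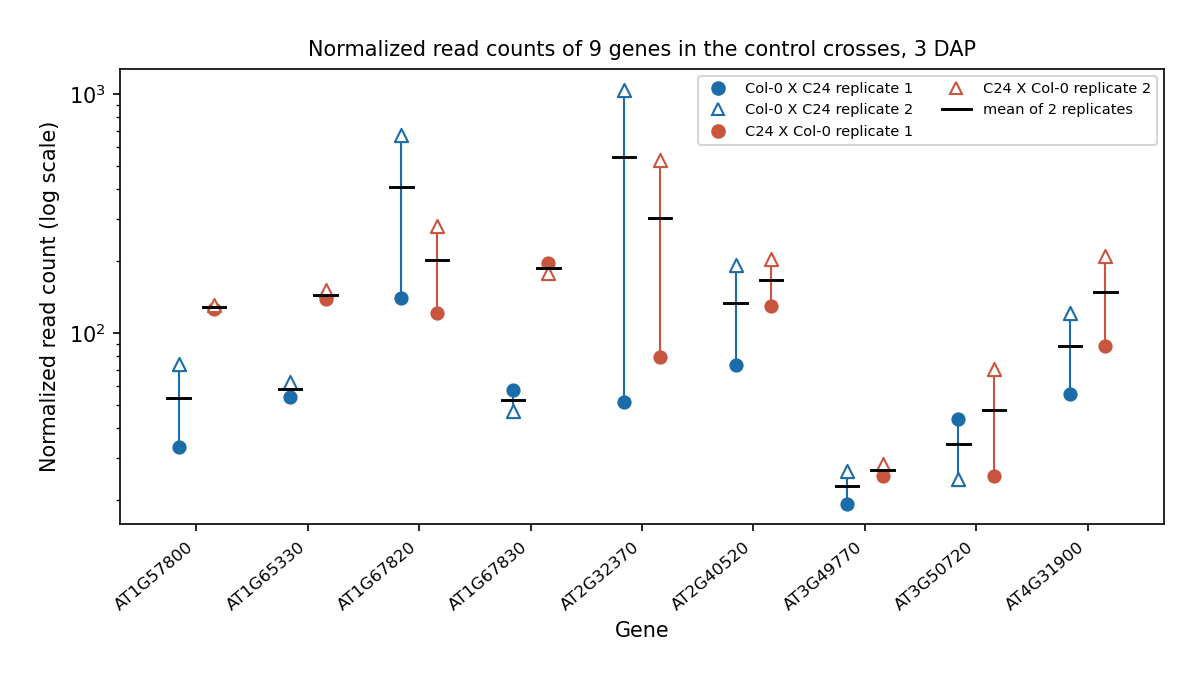
Normalized read counts of the 9 genes of Table 2 in seeds of the control crosses at 3 DAP, on a log scale. Circles are replicate 1, open triangles replicate 2 and black bars the mean of the 2 replicates, and HDG3 (AT2G32370) has the widest gap between replicates, from 51.5 to 1041 in Col-0 X C24.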

All reads were normalized to library with R package DESeq.

^d^Genes expressed with a significant *paternal* bias (Chi-square test, *Padj* < 0.05).

-, no SNPs detected.

**Fig 4:**
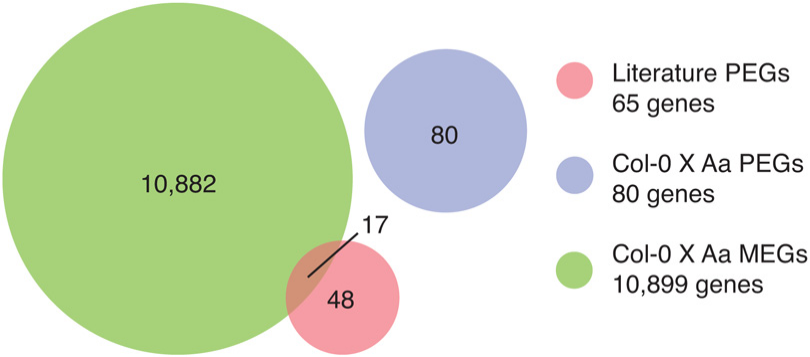
Interspecific paternally expressed genes vary from known imprinted genes. Candidate maternally and paternally expressed genes identified in Col-0 X *A*. *arenosa* were compared to paternally expressed genes identified in previous parent-of-origin studies. The number of candidate genes for each classification is given. Paternally expressed genes in Col-0 X *A*. *arenosa* crosses display no overlap with literature genes. This class of genes was designated as *de novo* PEGs in interspecific crosses. In addition, 17 known paternally expressed genes were identified as candidate maternally expressed genes in Col-0 X *A*. *arenosa*.

We set out to validate the observed loss of paternity with additional independent replicates from 3 DAP seed. Our findings are presented in Table 3. We identified 11 previously described PEGs that were PEGs or biparental in Col-0 intraspecific crosses, but we could only identify SNPs between Col-0 and C24 for eight of these genes. Of the genes with diagnostic SNPs, 8/8 were confirmed to be paternal with > 63% C24 SNP in Col-0 X C24 hybrids (*ADM*, *PHE1*, and *ATFXG1* to name a few). In contrast, these genes manifested a maternal footprint in Col-0 interspecific hybrids at 3 DAP. Of the 7/11 PEGs with *A*. *arenosa* SNPs, 5/7 were maternal (<15% *A*. *arenosa* allele), including *PHE1*, *ATFXG1*, and *SUVH7*. *AT2G40520* and *YUCCA10* were biparental in Col-0 hybrid, paternal expression with an average of ~71% *A*. *arenosa* across nine parent-specific SNPs. The remaining four genes had sufficient read coverage for SNP detection, but we were unable to assign reads to either parent. Interestingly, most of these *A*. *thaliana* PEGs, with the exception of alpha-fucosidase *AtFXG1* (*AT1G67830*), displayed traces or no detectable expression in *A*. *arenosa x A*. *arenosa* crosses. The lack of expression is surprising since two of these genes, *PHERES1* and *ADMETOS*, have been attributed a function [8,45]. In the case of *PHERES1*, expression assays based on RT-PCR on *A*. *arenosa* seed cDNA with genome-specific primers failed to yield positive data in the time range tested (2–8 DAP, results not shown). It is thus possible that these proteins have no function in early seed development of *A*. *arenosa*.

**Table 3:** Validation of Paternally Expressed Genes (PEGs) misexpression.

Gene	Gene product	N SNP^a^ Col-0 X C24	Cov^b^ Col-0 X C24	%SNP^c^ Col-0 X C24	StDev^d^ Col-0 X C24	N SNP Col-0 X Aa	Cov Col-0 X Aa	%SNP Col-0 X Aa	StDev Col-0 X Aa
*AT1G17770*	SUVH7	0	9529^e^	NA	NA	3	57	5.79	0.8
*AT1G60410*	F-box	0	344^e^	NA	NA	8	156	13.97	2.6
*AT1G65330*	PHE1	2	24922	86.79	0.0	0	881^e^	NA	NA
*AT1G67820*	Phosphatase	6	7224	92.21	0.5	4	83	15.03	6.8
*AT1G67830*	ATFXG1	3	22030	83.15	0.4	8	173	11.47	3.7
*AT2G32370*	HDG3	1	13740	63.05	0.0	0	431^e^	NA	NA
*AT2G36560*	DNA-binding	3	51959	85.27	0.1	2	113	6.63	0.5
*AT2G40520*	Nucleotidyltransferase	3	2961	70.89	1.6	6	123	47.67	18.9
*AT4G11940*	ADM	4	42576	78.70	0.1	0	468^e^	NA	NA
*AT4G15400*	Acyl-transferase	0	39382^e^	NA	NA	0	612^e^	NA	NA
AT1G48910*	YUC10	1	1972	76.36	0.0	9	172	70.86	3.9

^a^ The number of SNPs (% paternal, either % C24 or % *A*. *arenosa*) identified in PCR amplicon during read alignment

^b^ Mean number of reads for all SNPs in each gene

^c^ Mean percent SNP per PCR amplicon

^d^ Standard deviation in percent SNP

^e^ Genes with no detectable SNP. Expression is listed as read count per locus.

*While this gene is identified as PEG in literature, it was not identified as PEG by our criteria. In addition, percent SNP detected in Col-0 X Aa was not significantly different from percent SNP in Col-0 X C24 (Chi-square analysis normalized to lowest coverage at P > 0.01).

### PEG candidates of *A*. *arenosa*

Our analysis found a category of potential PEGs that were unreported as such in *Arabidopsis thaliana* (Fig. 4, S4 Fig., S14 File). Failure to identify biased parental expression of these genes in the control crosses has at least three explanations. Firstly, these genes could be similarly biased in *A*. *thaliana* intraspecific crosses, but escaped detection because no SNPs were available to identify them. However, while most of these genes displayed SNP in C24, they were poorly or not expressed in our 3 DAP seed data. 

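In the 4 control libraries, 40 of the 77 de novo PEGs had a mean normalized count under 10 in both crosses, 51.9% of the list, against 29.9% of the 26712 nuclear protein-coding loci of the table. In Col-0 X C24 alone 58 genes were under 10, and in C24 X Col-0 alone 42. The threshold moved this count most, with 23 genes under 5 in both crosses, and the count was 29 without replicate 1 of each cross and 51 without replicate 2. In Col-0 X C24, 19 genes had 0 reads in both replicates, where a count of 0 allows up to 0.462 reads per 1000000 in replicate 1 and 0.848 in replicate 2. In C24 X Col-0, 7 genes had 0 reads in both replicates. Replicate 1 of that cross had 0 reads on 25 of the 77 genes and replicate 2, which has reads on many loci that are silent elsewhere, on 11. Only 19 of the 77 genes had enough reads to enter the test between the crosses, and 16 of these were lower in Col-0 X C24, with a median log2 fold change of -1.31. As a set they were lower in Col-0 X C24 (limma's camera, two-sided, adjusted p = 4.36e-07). This held with limma's camera and the replicate block, at an adjusted p of 2.79e-07, and with limma's fry, at 0.00171. It did not hold with an estimated inter-gene correlation, at 0.0879, or, in settings chosen after the data were seen, with the replicate block added to limma's fry, at 0.0734, or to the estimated correlation, at 0.326. The list was chosen as paternal in Col-0 X A. arenosa, which favours genes with little expression from a Col-0 seed parent. A lower level in Col-0 X C24 could follow in part from that choice. The set test is therefore not independent evidence of a difference between the crosses. The first explanation the paper proposes is that these genes are biased in A. thaliana too but escaped detection for want of SNPs, and it states that most of them had SNPs in C24 but little or no expression in seed at 3 DAP.

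**Figure D2:**
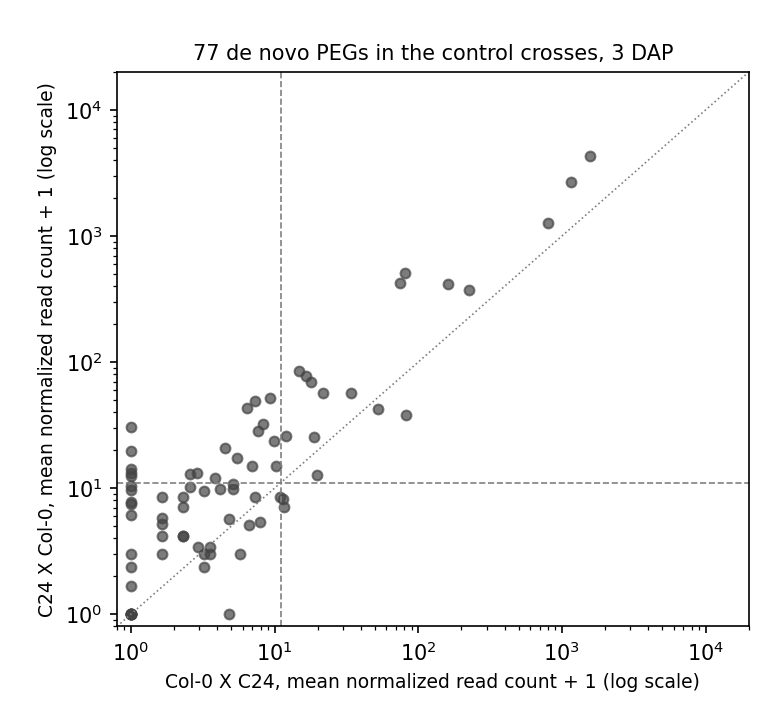
Mean normalized read count plus 1 of each of the 77 de novo PEGs in Col-0 X C24 (horizontal) and C24 X Col-0 (vertical) at 3 DAP, both on log scales. Each point is a gene, the dashed lines mark a normalized count of 10, the dotted line marks equal counts, and 40 genes lie in the lower left corner.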

Second, they could be induced paternally in response to hybridization and represent a set of genes not normally expressed in seed, but sensitive to a hypothetical regulatory disruption. Third, their paternal expression could be specific to *A*. *arenosa*, but not *A*. *thaliana* seed development. 

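Across the 77 de novo PEGs, the normalized read count, taken as the mean of the 2 replicates for each gene, averaged 58.8 in Col-0 X C24 (SD over genes 238) and 143 in C24 X Col-0 (SD over genes 588). The size factors were read from the paper's normalized counts of these same 77 genes. These averages therefore return the paper's own values and are no separate check on them. The averages of replicates 1 and 2 were 44.0 and 73.6 in Col-0 X C24 and 116 and 169 in C24 X Col-0. The median gene had 3.18 normalized reads in Col-0 X C24 and 8.85 in C24 X Col-0. In replicates 1 and 2 the medians were 2.57 and 1.89 in Col-0 X C24, and 4.18 and 13.5 in C24 X Col-0. The highest is from the library with reads on many loci that are silent elsewhere. EXPANSIN21 (AT5G39260), AT5G59845 and AT2G36724 held 78.1% of the summed normalized count in Col-0 X C24, and the other genes averaged 13.4 there. EXPANSIN21 overlaps the annotated span of its neighbour AT5G39250 over 964 bases, and 5.06% of its 80-base windows also occur in the longest transcript of that gene. Some reads of EXPANSIN21 could therefore have been counted on either gene, and the share of windows does not bound the share of reads. The nuclear protein-coding loci averaged 280.0 in Col-0 X C24, with a median of 43.1. Among the scalings tried, median-of-ratios factors from the 4 control libraries alone moved the average of the de novo PEGs in Col-0 X C24 most, to 36.1. The counts of A. arenosa x A. arenosa seed were not analysed here.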

Consistent with the last explanation, expression of these genes was low in *A*. *thaliana*, but much higher in *A*. *arenosa* x *A*. *arenosa* crosses (normalized mean read count *A*. *arenosa* = 2161 reads, S.D. = 4764; mean read count Col-0 X C24 = 59 reads, S.D. = 238 reads).

Closer examination of the PEG candidates was interesting. Categorical classification of the predicted protein products was consistent with that of genes expressed during seed development as they were enriched for cell wall modifying activities, secretion, and ribosome constituents. Of the 77, 62 were represented in the AtGenExpress Affymetrix array set and 40 had sufficient expression values to be assessed for endosperm-specific expression. By requiring high expression in endosperm and low expression in embryo and maternal tissue (see Methods), we defined 940 high-confidence endosperm specific genes in the Harada seed development set [40]. When this conservative set was compared to the *A*.*arenosa* PEG candidates, 13 were common to both sets (expected mean = 2.46, hypergeometric P = 4.12E-7), indicating by a stringent test that 32.5% of the PEG candidates (13/40) displayed endosperm-specific expression in *A*. *thaliana* (see sample in Table 4). An unusual regulatory pattern involved gene *AT5G59845*: expression of the paternal allele was associated with suppression of the maternal allele, which was well expressed in the controls. This response was unexpected because this gene, encoding a gibberellin responsive factor, is predominantly expressed in the seed coat in *A*. *thaliana* [40]. 

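AT5G59845 lies on chromosome 5 of TAIR10.1, from 24111304 to 24112100, and has 2 exons. It had 313 and 1008 raw reads in replicates 1 and 2 of Col-0 X C24 and 840 and 2644 in those of C24 X Col-0, so that replicate 2 was higher in both crosses. Its normalized count was 1155 ± 1064 (SD, n = 2) in Col-0 X C24 and 2666 ± 1286 (SD, n = 2) in C24 X Col-0, a difference larger than either SD. The normalized count was higher in C24 X Col-0 within each replicate number, at 1757 against 403 in replicate 1 and 3576 against 1908 in replicate 2, but replicate 2 of Col-0 X C24 was above replicate 1 of C24 X Col-0. The log2 fold change of Col-0 X C24 over C24 X Col-0 was -1.20 (standard error 0.84, adjusted p = 0.839 in edgeR's quasi-likelihood test). With the replicate block it was -1.48 (standard error 0.35, adjusted p = 0.0243 in the same test). The size of the fold change depends on the libraries. It was -0.46 without replicate 1 and -2.71 without replicate 2 of Col-0 X C24. Without replicate 1 or replicate 2 of C24 X Col-0 it was -1.63 or -0.54.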

In the interspecific hybrid, however, this normally highly expressed gene was abated and the lower-level paternal transcript was predominant. Another regulatory pattern involved maintenance of biparental or paternal expression and is exemplified by gene *AT2G28680*, encoding a cupin family protein, which is expressed predominantly in the embryo suspensor and micropylar endosperm. It displayed a paternal or biparental pattern in all crosses. The most common regulatory pattern, however, involved strong induction in the hybrid compared to the *A*. *thaliana* parent, but moderate induction with respect to the *A*. *arenosa* parent.

**Table 4:** Exemplary genes uniquely paternal in the *A. thaliana x A. arenosa* cross.

Gene	Predicted product	Expression in At	Expression pattern	Paternal SNP mean % ^a^	
				Col-0 x Aa	C24 x Aa
*AT1G24520*	Pollen protein 1	Low	Flowers, early seed	96	87
*AT1G34460*	Cyclin B1	Low	Shoot apex, flower, seed	74^e^	86
*AT1G36240*	Ribosomal protein L7a	Low ^b^	Flower, seed ^b^	100	100
*AT2G01880*	Purple acid phosphatase	Low	Root, flower, early seed	92	91
*AT2G27120*	DNA Pol. Epsilon subunit	Low	Flower, seed	71^e^	84
*AT3G43800*	Glutathione S-transferense	Medium	Most organs, early seed	65^e^	75
*AT3G51420*	Strictosidine synthase-like 4	Low	Leaf, flowers, early seed	96	89
*AT4G35010*	Beta-galactosidase	High ^c^	Flowers, seed	100	100^e^
*AT5G42223*	Defensin-like protein	High ^d^	NA	88	66
*AT5G43640*	Ribosomal protein S19	Medium	Leaf, flower, seed	89	95
*AT5G48140*	Pectin lyase	Low	Flower, seed	96	100
*AT5G59845*	Gibberellin-regulated protein	High	Flower, seed	73	29^e^

^a^ Derived from selected, informative SNP detected with aligned reads visualized on IGV browser

^b^ Paralog *AT1G77940* is strongly expressed in most tissues; *AT1G36240* is significantly upregulated in Col-0 x Aa cross compared to Col-0 selfed crossed [31].

^c^ Based on AtgenExpress profile. Low in our data. Difference may be due to paralogs.

^d^ Significantly downregulated in Col-0 x Aa compared to selfed crossed Col-0 [31].

^e^ Not significantly (*P-adjusted* > 0.05) different from 50/50 maternal/paternal ratio.

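BGAL11 (AT4G35010), the beta-galactosidase gene, has 17 exons on chromosome 4 of TAIR10.1, from 16667837 to 16672188. It had 4 raw reads in each replicate of Col-0 X C24, and 0 and 11 in replicates 1 and 2 of C24 X Col-0. The 0 reads in replicate 1 of C24 X Col-0 allow up to 0.492 reads per 1000000. Its normalized count was 6.36 ± 1.71 (SD, n = 2) in Col-0 X C24 and 7.44 ± 10.5 (SD, n = 2) in C24 X Col-0, and it had too few reads to enter the test between the crosses. None of its 80-base windows occurs in the longest transcript of another locus of the annotation, at 0% of windows shared.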

In summary, our results reveal widespread changes in PEG regulation during wide hybridization, consistent with the earlier observation on *PHERES1* [27]. The early, large-scale PEG remodeling occurring at a critical time of seed development could be a major contributor to interspecific incompatibility.

## DISCUSSION

We examined the pattern of parentally regulated genes during interspecific hybridization. We compared two polymorphic *A*. *thaliana* accessions crossed to each other or to the species *A*. *arenosa*, a cross in which the chosen accessions display differential incompatibility. Candidate imprinted genes are detected by genotyping allelic parental contribution to the mRNA of progeny. In our case, the interspecific comparison was facilitated because polymorphisms are at least 10 times as frequent as in the intraspecific comparison between *A*. *thaliana* accessions. We chose to assay an early developmental stage, globular embryo at 3 DAP, because incompatibility manifests first at this time [31]. Each seed was sampled whole due to the challenge of separating the 90 to 120 endosperm nuclei from embryo and maternal seed integument tissue. Endosperm mRNA was thus obtained mixed with embryonic and maternal RNA. Studies employing torpedo-stage seed (7–8 DAP) [10,11], could more easily separate endosperm from maternal tissues. In our sampling, we expected that maternal contribution should appear enhanced and paternal contribution diluted for genes expressed in maternal tissue. Sampling of embryo mRNAs, which is currently believed to be maternally biased [17,18] or express a 50–50 mix of parental alleles [16], could also alter the measured parental bias. Nonetheless, mRNAs representing paternal alleles was readily identified by their divergence, and could only result from zygotic tissues. Large paternal bias mRNAs should most likely derive from endosperm because imprinting is very rare in embryos. As a result, we could ascertain the effect of interspecific parental bias for paternally expressed genes including characterized imprinted genes.

Our analysis revealed that paternally expressed genes were perturbed in response to hybridization, but that the degree of perturbation did not vary between crosses where the seed mother was incompatible accession Col-0 and compatible C24. In addition to *PHERES*1, at least nine known PEGs become maternally-biased during interspecific hybridization (Table 2 and Table 3). Increased maternal expression could derive from maternal tissue, which is the same as in the intraspecific crosses, or by expression of the maternal allele in the endosperm, a hypothesis which we favor because it is more parsimonious. Such conversion of PEGs into MEGs would be unexpected in the context of our current understanding of imprinting mechanisms. PEG regulation involves expression of the paternal allele with concurrent suppression of the maternal one. Suppression of the female allele is thought to be the result of an epigenetic state determined in the female lineage. Derepression of maternal alleles in these reverted loci indicates that this repressed epigenetic state is not hard set. Rather, post-fertilization factors provided directly or indirectly by the male must be required to either maintain or determine the state. Interestingly, expression in *A*. *arenosa* sib-crosses could not be documented for most of the *A*. *thaliana* known PEGs that were found reverted in this study. This could be a technical problem: for unknown reasons, seed and seedling stage RNA-seq libraries of *A*. *arenosa* are challenging to make and were produced only through multiple attempts. As a result, there was lower overall sequencing coverage in this genotype and several of these genes might be expressed at low level. In the case of *PHERES1*, however, reverse transcription PCR with *A*. *arenosa*-specific primers failed to demonstrate any expression during early *A*. *arenosa* seed development. At least in the case of this gene, it is thus possible that the factor required for maternal *PHERES1* suppression may be connected to the paternal *PHERES1* transcript itself. Increasing the ploidy of the seed parent *A*. *thaliana* relieves the maternal induction of *PHERES1* even though paternal *PHERES1* mRNA is not observed [27], indicating that absence of the cognate paternal mRNA is not sufficient for maternal allele derepression. Under incompatible conditions, therefore, a mechanism resulting in apparent overcompensation activates the maternal allele.

Our observations can be interpreted in two ways. According to the first explanation, it is possible that interspecific hybridization causes a systematic failure of PEG regulation leading to both the ectopic expression as PEGs of genes that are PEGs in either parental species, and to the conversion of most PEGs to MEGs. Many of the changes observed during interspecific hybridization are consistent with failure of the Polycomb Repressive Complex 2 (PRC2) [31], which plays an important role in the regulation of imprinting [8,9,46]. Failure of PRC2 could thus result in the syndrome described here.

A second, alternative and perhaps additive explanation is based on rapid evolution of imprinted gene regulation [26,47,48]. Three PEG-candidates behaved as MEGs in our control intraspecific crosses: *AT3G03980*, *AT5G39260*, and *AT5G59845*. While conversion of PEGs to MEGs was not widespread in crosses between *A*. *thaliana* accessions, it is plausible that further divergence between *A*. *thaliana* and *A*. *arenosa* might contribute to the frequent conversion observed in interspecific crosses. Further, Fig. 3-A illustrates the low correlation in paternal bias during reciprocal intraspecific crosses. Surprisingly, a better correlation is observed when different seed-parents are mated to the same pollen-parent of a different species (Fig. 3-B). This suggests an important role for pollen parents in determining PEGs. The eight failed PEGs, could thus be explained by the fact that these genes are not PEGs in *A*. *arenosa*.

Seventy-seven additional genes behaved as PEGs in interspecific hybridization, although they were not detectable as PEGs in *A*. *thaliana*. We define these as *A*. *arenosa* PEG candidates. Verification of their pattern of parental origin in *A*. *arenosa* x *A*. *arenosa* crosses was not attempted because this analysis is complicated by high heterozygosity in individuals of this species. The set of *A*. *arenosa* PEG candidates are enriched for endosperm genes, including genes predicted to encode proteins whose categorical classification is consistent with that of imprinted genes, being significantly enriched for proteins involved in cell wall metabolism and cell growth (S5 Table) [10]. Is the number of these potential PEGs too high, given that relatively few PEGs have been discovered in prior plant studies? Perhaps, PEG numbers have been underestimated. Under rapidly evolving imprinting [26,48], reciprocal crosses of two diverged accessions could fail to identify genes that are imprinted in one and not in the other. Under this scenario of rapid evolution, one might expect to find similar variation in MEGs. We did not focus on MEG regulation because of the presence of maternal tissue in our sample. Nevertheless, conversion of MEGs to PEGs would have been readily detected by the appearance of characteristically *A*. *arenosa* alleles and we can thus feel confident that such conversion was not common. The instability of PEG regulation could result from differences in the evolutionary speed of regulatory innovation between PEGs and MEGs.

In conclusion, the observed instability in paternally expressed genes during interspecific hybridization indicates either regulatory disruption or rapid evolution of imprinting. While this is likely to represent a major hybridization barrier between diverging populations, the different phenotype displayed by *A*. *thaliana* accessions Col-0 and C24 during hybridization with *A*. *arenosa* could not be explained by differences in imprinted gene regulation.

## Supporting Information

S1 Fig Experimental design: parent-of-origin expression detection. (A) High probability parent-specific single nucleotide polymorphisms (SNPs) (95% SNP at 5 read coverage) were identified for *A*. *thaliana* accession C24 (S1 File) and *A*. *arenosa* accession Strecno (S2 File) to determine parental contribution in intraspecific (Col-0 X C24 and C24 X Col-0) and interspecific (Col-0 X *A*. *arenosa* and C24 X *A*. *arenosa*) hybrids. (B) Genes that were expressed in both intraspecific and interspecific hybrids were classified based on paternal contribution (S3–S6 Files). Chi-square analysis in JMP was used to test if paternal contribution differed within species (Col-0 X C24 versus C24 X Col-0) and between species (Col-0 X C24 versus Col-0 X *A*. *arenosa*). (C) Paternal contributions in (B) were then tested against a set of genes with known paternal contributions.
(EPS) Click here for additional data file.

S2 Fig Identification of parent-specific single nucleotide polymorphisms. Single nucleotide polymorphisms (SNPs) were detected relative to *A*. *thaliana* cDNA for C24 and *A*. *arenosa* (Aa) at 3 days after pollination. These SNPs were observed in intraspecific hybrid crosses (Col-0 X C24 and C24 X Col-0) and interspecific hybrid crosses (Col-0 X Aa and C24 X Aa). The number of genes with detectable SNPs at coverage of ≥ 5 reads per SNP are given by colored circles.
(EPS) Click here for additional data file.

S3 Fig Analysis of accession-specific parental contributions. A Chi-square analysis of SNP ratio was used to classify genes parent-of-origin. Candidate maternally expressed genes (MEGs) exhibited more than 66% maternal contribution while paternally expressed genes (PEGs) manifested as more than 50% paternal (*Padj* < 0.05). The Venn diagrams above depict genes with differential paternal contributions from (A) mom and (B) dad between accessions Col-0 and C24 in intra- and interspecific crosses. Aa; *A*. *arenosa*.
(EPS) Click here for additional data file.

S4 Fig Intra- and interspecific hybrids vary in paternal expressed genes. A) Comparison of maternally biased genes between intraspecific (either Col-0 X C24 or C24 X Col-0) and interspecific hybrids. The majority of genes that were identified as maternal in Col-0 X C24 were also expressed from *A*. *thaliana* Col-0 in the interspecific hybrid. B) Comparison of paternally biased genes (genes with < 50% SNP). While paternally expressed genes were identified in all crosses, there was little overlap between genotypes.
(EPS) Click here for additional data file.

S5 Fig Identification of paternal single nucleotide polymorphisms in PHERES. To confirm the parent of origin of imprinted gene PHERES1 in interspecific hybrids, RNA-seq reads (red, forward read or blue, reverse read) from Col-0 X A. arenosa (Aa) were aligned to TAIR10 cDNA and visualized using Integrative Genomics Viewer. Vertical lines within reads indicate the presence of single nucleotide polymorphisms (from variation in A. arenosa or sequencing errors). No SNPs are apparent for PHERES1 (left). PHERES2 (right) is included as control to ensure that the above observed maternal gene expression of PHERES1 is not due to mismapping of paternal reads to a close homolog PHERES2.
(EPS) Click here for additional data file.

S1 Table Adaptor and barcode sequences. (PDF) Click here for additional data file.

S2 Table Primers for paternally expressed gene (PEG) validation. (PDF) Click here for additional data file.

S3 Table Gene Ontology of differential parental contributions. (PDF) Click here for additional data file.

S4 Table Expression analysis of imprinted genes in the literature. (PDF) Click here for additional data file.

S5 Table Unique PEGs related to cell growth and expansion. (PDF) Click here for additional data file.

S1 File C24_SNPs. C24 SNP set generated by aligning sequenced 3 DAP C24 to TAIR10.
(DAT) Click here for additional data file.

S2 File Aa_SNPs. *A*. *arenosa* SNP set generated by aligning sequenced 3 DAP seed mRNA to TAIR10.
(DAT) Click here for additional data file.

S3 File ColxC24_MEG. Identification of MEGs in Col-0 x C24.
(DAT) Click here for additional data file.

S4 File C24xCol_MEG. Identification of MEGs in C24 x Col-0.
(DAT) Click here for additional data file.

S5 File ColxAa_MEG. Identification of MEGs in Col-0 x Aa.
(DAT) Click here for additional data file.

S6 File C24xAa_MEG. Identification of MEGs in C24 x Aa.
(DAT) Click here for additional data file.

S7 File ColxC24_PEG. Identification of PEGs in Col-0 x C24.
(DAT) Click here for additional data file.

S8 File C24xCol_PEG. Identification of PEGs in C24 x Col-0.
(DAT) Click here for additional data file.

S9 File ColxAa_PEG. Identification of PEGs in Col-0 x Aa.
(DAT) Click here for additional data file.

S10 File C24xAa_PEG. Identification of PEGs in C24 x Aa.
(DAT) Click here for additional data file.

S11 File Endosperm_specific_genes. List of endosperm specific genes.
(DAT) Click here for additional data file.

S12 File Lit_PEGs_List_Merged_SNPs. Literature PEGs merged with SNP data from intraspecific and interspecific hybrids.
(DAT) Click here for additional data file.

S13 File PHERES_seq. *A*. *arenosa* sequence data for *PHERES1* and *PHERES2* homologs.
(TXT) Click here for additional data file.

S14 File Denovo_PEG. *De novo* PEGs identified in Col-0 X *A*. *arenosa* crosses.
(DAT) Click here for additional data file.

# Supplementary material for: Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization
**Source:** PLoS One. 2015 Feb 26;10(2):e0117293. doi: 10.1371/journal.pone.0117293
**Supplement:** S1 Table

TABLE S1

## Adaptor and barcode sequences

| Genotype                                                                                                       | Barcode name    | Sequence <sup>1</sup>                                                                                   |
|----------------------------------------------------------------------------------------------------------------|-----------------|---------------------------------------------------------------------------------------------------------|
| <b>Adaptor sequences</b>                                                                                       |                 |                                                                                                         |
| <b>mRNA-seq</b>                                                                                                |                 |                                                                                                         |
| For ColA9 X Aa, C24A9 X Aa, ColA9 X Col-0, C24A9 X C24, and 2x-Aa X 2x-Aa see Burkart-Waco <i>et al.</i> 2013. |                 |                                                                                                         |
| ColA9 X C24 #1                                                                                                 | >adA2_CTAGT     | <b>CTAGT</b> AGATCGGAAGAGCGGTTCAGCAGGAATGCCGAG                                                          |
| ColA9 X C24 #1                                                                                                 | >adB2_CTAGT     | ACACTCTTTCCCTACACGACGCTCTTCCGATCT <b>ACTAGT</b>                                                         |
| ColA9 X C24 #2                                                                                                 | >adA2_GACAC     | <b>GACAC</b> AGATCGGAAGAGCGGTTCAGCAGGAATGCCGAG                                                          |
| ColA9 X C24 #2                                                                                                 | >adB2_GACAC     | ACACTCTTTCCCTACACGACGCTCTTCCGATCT <b>GTGTCT</b>                                                         |
| C24A9 X Col-0 #1                                                                                               | >adA2_TGCGT     | <b>TGCGT</b> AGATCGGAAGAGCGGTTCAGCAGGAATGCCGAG                                                          |
| C24A9 X Col-0 #1                                                                                               | >adB2_TGCGT     | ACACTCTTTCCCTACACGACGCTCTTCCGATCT <b>ACGCA</b>                                                          |
| C24A9 X Col-0 #2                                                                                               | >adA2_AAGCG     | <b>AAGCG</b> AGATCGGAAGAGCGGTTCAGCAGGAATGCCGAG                                                          |
| C24A9 X Col-0 #2                                                                                               | >adB2_AAGCG     | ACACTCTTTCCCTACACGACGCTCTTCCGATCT <b>CGCTTT</b>                                                         |
| <b>Adaptor sequences</b>                                                                                       |                 |                                                                                                         |
| <b>Gene validation</b>                                                                                         |                 |                                                                                                         |
| ColA9 X Aa #1.1                                                                                                | >Bioo28A_CAAAAG | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #1.1                                                                                                | >Bioo28B_CAAAAG | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #1.2                                                                                                | >Bioo34A_CATGGC | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #1.2                                                                                                | >Bioo34B_CATGGC | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #2.1                                                                                                | >Bioo29A_CAACTA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #2.1                                                                                                | >Bioo29B_CAACTA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #2.2                                                                                                | >Bioo35A_CATTTT | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X Aa #2.2                                                                                                | >Bioo35B_CATTTT | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #1                                                                                                 | >Bioo32A_CACTCA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #1                                                                                                 | >Bioo32B_CACTCA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #2                                                                                                 | >Bioo40A_CTCAGA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #2                                                                                                 | >Bioo40B_CTCAGA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #3                                                                                                 | >Bioo41A_GCGCTA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |
| ColA9 X C24 #3                                                                                                 | >Bioo41B_GCGCTA | Available for order through <a href="http://www.biooscientific.com/">http://www.biooscientific.com/</a> |

Adaptor A contains 5' phosphate group

# Supplementary material for: Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization
**Source:** PLoS One. 2015 Feb 26;10(2):e0117293. doi: 10.1371/journal.pone.0117293
**Supplement:** S2 Table

**TABLE S2**

Primers for paternally expressed gene (PEG) validation

| Locus     | Name           | Predicted Expression | Primer Sequence                                            | Product size (cDNA) | Amplifies |
|-----------|----------------|----------------------|------------------------------------------------------------|---------------------|-----------|
| AT1G17770 | <i>SUVH7</i>   | PEG                  | 5'-TGGACAGTGACAGGAAAATCC<br>3'-CACCGCACTCGTAAATCAAT        | 433bp               | Both      |
| AT1G60410 |                | PEG                  | 5'-TGTATTTTGAGGGGGTCAAGTT<br>3'-CCAATTCTATGTATTTTAAGGCTTTC | 268bp               | Both      |
| AT1G65330 | <i>PHERES1</i> | PEG                  | 5'-TAGCCCGTACAACTCGATCC<br>3'-CGGTTCTCATCACGTAGCTT         | 183bp               | Both      |
| AT1G67820 |                | PEG                  | 5'-GGAAGGGATGATGAAAAGGA<br>3'-GGGTGATTCACTCTCTGAGTTG       | 417bp               | Both      |
| AT1G67830 | <i>AtFXG1</i>  | PEG                  | 5'-TTGAAACCGAAGTTCCTGAGA<br>3'-CACAATCTTCTTCATCCCACA       | 419bp               | Both      |
| AT1G48910 | <i>YUC10</i>   | PEG                  | 5'-GTGGTGATTGTGGGAGCTG<br>3'-GATGTCGAAACGGGCAAC            | 261bp               | Both      |
| AT2G32370 | <i>HDG3</i>    | PEG                  | 5'-TCCTCCTAACACTGTCTTTGACT<br>3'-GTCAGGATCACCACCTCCAT      | 277bp               | Both      |
| AT2G36560 |                | PEG                  | 5'-AAATGGTTCTCGTGGGATCA<br>3'-AATGAGACTCCCAGCCAAAG         | 250bp               | Both      |
| AT2G40520 |                | PEG                  | 5'-CCGTATTCTCGGTGCCAAC<br>3'-GACAGGCTCCTCTACGTCTTG         | 547bp               | Both      |
| AT4G11940 |                | PEG                  | 5'-CCAATCCAACCATTAAGGAGA<br>3'-ACTCTGATCCAGGCAAATCA        | 159bp               | Both      |
| AT4G15400 | <i>ABS1</i>    | PEG                  | 5'-GGAGAGCGAGTTTGAGATCC<br>3'-CCATGCTTCTACACCATCACC        | 316bp               | Both      |

*Aa, Arabidopsis arenosa**At, Arabidopsis thaliana*

# Supplementary material for: Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization
**Source:** PLoS One. 2015 Feb 26;10(2):e0117293. doi: 10.1371/journal.pone.0117293
**Supplement:** S3 Table

**TABLE S3**

## Gene Ontology of differential parental contributions

| Parental Bias | Cross              | GO Category <sup>a</sup>                        | No. of Genes <sup>b</sup> | Fold Enriched <sup>c</sup> | <i>P</i> -value <sup>d</sup> |
|---------------|--------------------|-------------------------------------------------|---------------------------|----------------------------|------------------------------|
| MEG           | Unique Col-0 X Aa  | GO:0046907~intracellular transport              | 159                       | 1.4                        | 0.0003                       |
|               |                    | GO:0015031~protein transport                    | 186                       | 1.3                        | 0.0005                       |
|               |                    | GO:0008104~protein localization                 | 191                       | 1.3                        | 0.0117                       |
|               |                    | GO:0006412~translation                          | 215                       | 1.3                        | 0.0125                       |
|               |                    | GO:0006886~intracellular protein transport      | 111                       | 1.4                        | 0.0293                       |
|               | Unique Col-0 X C24 | GO:0031640~killing of cells of another organism | 12                        | 5.8                        | 0.0038                       |

<sup>a</sup> GO Category, as indexed by DAVID (<http://david.abcc.ncifcrf.gov/>).

<sup>b</sup> Number of differentially expressed genes in GO category.

<sup>c</sup> Fold enrichment relative to expressed seed genes (see Burkart-Waco *et al.* 2013 for seed gene set).

<sup>d</sup> Benjamini-Hochberg corrected *P*-value.

# Supplementary material for: Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization
**Source:** PLoS One. 2015 Feb 26;10(2):e0117293. doi: 10.1371/journal.pone.0117293
**Supplement:** S4 Table

**TABLE S4**

Expression analysis of imprinted genes in the literature

| <b>Tissue</b> <sup>a</sup> | <b>Imprinting Status</b> <sup>b</sup> | <b>Paternal Bias</b> | <b># of genes</b> | <b>Expressed Col-0 X Aa</b> <sup>c</sup> <sup>d</sup> | <b>Expressed C24 X Aa</b> | <b>Expressed Col-0 X C24</b> | <b>Expressed C24 X Col-0</b> |
|----------------------------|---------------------------------------|----------------------|-------------------|-------------------------------------------------------|---------------------------|------------------------------|------------------------------|
| Endosperm (65)             | Imprinted                             | PEG                  | 11                | 7                                                     | 7                         | 9                            | 9                            |
|                            | Unknown                               | PEG                  | 54                | 51                                                    | 49                        | 47                           | 52                           |

<sup>a</sup> Seed compartment for which expression pattern was observed.

<sup>b</sup> TAIR annotated imprinted genes expressed in parent-of-origin specific manner with known epigenetic processes that establish allele-specific silencing. “Unknown” genes referenced in literature as having paternally-biased expression.

<sup>c</sup> Expressed at coverage > 5 reads.

<sup>d</sup> Aa, *Arabidopsis arenosa*.

# Supplementary material for: Perturbation of Parentally Biased Gene Expression during Interspecific Hybridization
**Source:** PLoS One. 2015 Feb 26;10(2):e0117293. doi: 10.1371/journal.pone.0117293
**Supplement:** S5 Table

**TABLE S5**

Unique PEGs related to cell growth and expansion

| GO Category <sup>a</sup>   | Enrichment <sup>b</sup> | Count <sup>c</sup> | Padj <sup>d</sup> | Gene/Protein           | Function <sup>e</sup> |
|----------------------------|-------------------------|--------------------|-------------------|------------------------|-----------------------|
| Cell wall modifications    | 20x                     | 6                  | 0.001             | AT2G47040 (VANGUARD1)  | pollen tube growth    |
|                            |                         |                    |                   | AT5G39270 (EXPANSIN22) | cell growth           |
|                            |                         |                    |                   | AT5G39290 (EXPANSIN26) | cell growth           |
|                            |                         |                    |                   | AT5G39260 (EXPANSIN21) | cell growth           |
|                            |                         |                    |                   | AT2G47030 (VGDH1)      | silique development   |
| Unidimensional cell growth | 12x                     | 4                  | ns                | AT2G26450              | silique development   |
|                            |                         |                    |                   | AT2G47040 (VANGUARD1)  | pollen tube growth    |
|                            |                         |                    |                   | AT5G39270 (EXPANSIN22) | cell growth           |
|                            |                         |                    |                   | AT5G39290 (EXPANSIN26) | cell growth           |
|                            |                         |                    |                   | AT5G39260 (EXPANSIN1)  | cell growth           |

<sup>a</sup> Gene Ontology (GO) classifications according to DAVID (<http://david.abcc.ncifcrf.gov/>).<sup>b</sup> Prevalence relative to TAIR10 genome.<sup>c</sup> Number of genes relating to particular gene class.<sup>d</sup> Benjamini-Hochberg adjusted *P*-value.<sup>e</sup> According to The Arabidopsis Information Resource (<http://www.arabidopsis.org/>).

How the deposited data were processed for this re-analysis (not part of the article)

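The data used here are mRNA-seq counts of seeds at 3 days after pollination from the reciprocal control crosses Col-0 X C24 and C24 X Col-0, with 2 libraries per cross. The authors deposited raw counts of reads per locus for 33602 loci, in 6 columns. The authors had trimmed the reads, aligned them with BWA to TAIR10 cDNA of all gene models, and merged the counts per locus. The paper states reads of 80 bases for mRNA-seq, and the labels of the libraries state 100. The paper treats replicate 2 of both crosses with duplex-specific nuclease. Of the 6 columns, 4 match the 4 mRNA-seq libraries and 2 carry the mark N beside the name of a replicate 1. The latter were used only for separate comparisons. The 5 amplicon libraries of the study have no column in this table and were not analysed here, and neither were the allele counts and the hybrid transcriptomes.

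Totals ranged from 3538335 to 6498145 reads per library. A count of 0 was taken to allow up to 3 counts, which is 0.462 to 0.848 reads per 1000000 in the 4 libraries. Intervals for shares of reads in 1 library are 95% Wilson intervals and cover counting error only. Positions, exons and gene symbols are from the TAIR10.1 annotation, which matched 32835 of the loci (97.7%). To find loci that share reads, every window of 80 bases of a named gene's longest transcript was looked up in the longest transcripts of the other loci. Only exact matches counted, and the share of windows does not bound the share of reads.

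Normalized counts are raw counts divided by 1 size factor per library, derived from S14 File as the raw count over the listed normalized count. The genes tested between the crosses had at least 10 counts in at least 2 libraries. The test was the quasi-likelihood test of edgeR 4.0.16 with robust dispersion shrinkage, TMM normalization and Benjamini-Hochberg adjustment. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Fold changes with a library left out used a fixed dispersion of 0.1 and carry no p-value. Lists of genes were tested with camera of limma 3.58.1, two-sided, with an inter-gene correlation of 0.01 and adjustment over 3 lists: the literature PEGs of S12 File, the endosperm-specific genes of S11 File (940 genes, of which 939 have a locus) and the de novo PEGs of S14 File. In the endosperm-specific list, 443 genes were tested, with a median log2 fold change of -0.47 and an adjusted p of 1.98e-06 in camera. This did not hold with fry, at an adjusted p of 0.303, or in camera with an estimated correlation, at 0.314. Without replicate 2 of C24 X Col-0 the median log2 fold change was -0.04. The study took the de novo PEGs from genes paternal in Col-0 X A. arenosa and set them against the allele data of these same crosses. Neither the set test nor a test adjusted over that list alone is therefore independent evidence. Of its 19 tested genes, 0 passed in edgeR's test over all genes, 1 passed adjusted over the list alone and 6 had an unadjusted p under 0.05, while with the replicate block 7 passed over all genes and 10 over the list alone.

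The named genes are those of Tables 2, 3 and 4, PHERES2 (AT1G65300), and AT2G28680, SUVH9 (AT4G13460) and CHROMATIN REMODELING 34 (AT2G21450) from the text of the results. Other genes that text names, such as the AGAMOUS-LIKE genes, were not on the list. For the test between the crosses the rule added the 3 genes of lowest adjusted p in each direction among those past the threshold whose replicates of one cross both lie above both of the other. No gene passed, so the last rule added none. Genes of S5 Table and AT3G03980 were added after the data were seen.

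The replicate number marks a shared treatment in the paper, so it pairs the libraries across the crosses. The change from replicate 1 to replicate 2 correlated between the crosses (Pearson r = 0.553 across the 16779 tested genes, which are not independent replicates), and the common dispersion was 0.209 without and 0.0733 with the replicate number as a block. The fit without the block was set as the main one before the data were examined. With 2 libraries against 2, no two-sided exact test of a single value can give a p under 0.333.

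The fits were tested on simulated data, with counts drawn for the real genes in 10 draws and 200 genes changed by log2 fold changes of 2 or 3 in either direction. The changed genes were taken from the more abundant ones. Simulated replicate differences were the same in both crosses, whereas the real ones correlated at 0.553, so recovery with the block may be overstated. Without differences between replicates, edgeR without the block recovered 94.2% of the changed genes, with 6.41% of its calls false. With the replicate differences of the real libraries added, it recovered 0% without the block and 93.3% with it, with 6.61% of calls false. DESeq2 1.42.0 without the block recovered 52.9% in that case. In the set tests, camera called 60 genes of which 20 were raised in 10 of 10 draws, and 60 unchanged genes in 0 of 10. The counts were drawn independently for each gene, so these draws cannot show false calls from correlation between genes. The raised genes had log2 fold changes of 2 or 3, so the draws do not show whether smaller shifts are found.

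Alternatives to the main choices were DESeq2, RLE normalization, other filters on low counts, leaving out chloroplast and mitochondrial genes, the replicate block, fry and an estimated correlation for the lists, other scalings and thresholds, and leaving out each replicate. Further alternatives were chosen after the data were seen: the columns marked N in place of replicate 2, taking an expected background off replicate 2 of C24 X Col-0, the block with RLE normalization or with genes of a mean count over 100, the block in fry and in camera with an estimated correlation, and the comparison of replicate 2 with replicate 1. The minimum of windows in the comparison of exon structures was also added then, and the comparison was run with and without it. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3, were used.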

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

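For the reads on loci that are silent elsewhere, the tests of genomic DNA and of RNA of another tissue or sample were planned before their results were seen. The other tests of this part, that of spliced RNA among them, and a minimum of 200 windows per gene in the comparison of exon structures were added after values had been seen.

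Replicate 2 of C24 X Col-0 has reads where the other libraries have none, a signal at loci the paper does not discuss. Of the 9675 loci with 0 reads in the 5 other columns, 62.2% had at least 1 read in this library, 38290 reads in all, with a median of 1 and at most 86. Depth does not account for it, since at equal depth 28283 loci had at least 1 read, against at most 20407 in the other 3 libraries. Expression of transposons and pseudogenes alone would leave silent protein-coding genes without reads, and 71.1% of those had at least 1. The C24 genome would bring it to both libraries of the cross, but of the loci without reads in Col-0 X C24, replicate 1 of C24 X Col-0 detected 8.01% and replicate 2 66.6%. The nuclease treatment, which the paper places on replicate 2, would bring it to replicate 2 of both crosses. Of the loci without reads in either replicate 1, however, replicate 2 of Col-0 X C24 detected 9.10%.

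A candidate explanation is genomic DNA in this library. Reads from genomic DNA that span an intron would not align to cDNA, so genes split by introns would have fewer reads per window. In 180 silent single-copy protein-coding genes with at least 200 windows and at most 50% of their 80-base windows inside an exon, the reads per window were 0.470 times those of 1123 intronless silent genes (95% bootstrap interval over genes 0.384 to 0.566). Their share of windows inside exons was 0.399, the ratio genomic DNA alone would give, which lies inside this interval. The minimum of windows was itself added after values had been seen. Without it the ratio was 0.506 in 213 against 1350 genes (0.412 to 0.626). Genomic DNA alone would give the share of 0.396 there, which lies under that interval. Spliced RNA alone would give a ratio near 1 if split and intronless genes had equal RNA levels. That ratio lies above both upper limits, 0.566 and 0.626, but the levels of these genes in another tissue or sample were not measured. Of 448 intronless silent genes of at least 1000 bases, 88.8% had a read, where an even background at the same density would reach 99.8%. Because most but not all of them were detected, and because the ratio depends on the minimum of windows, the candidates cannot be told apart. These are genomic DNA, unspliced or spliced RNA from another tissue or sample, and a mixture of them. No other biological explanation was tested.

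The columns marked N, which the paper does not report on, have a far flatter distribution of reads than the columns of the same name without the mark. The 100 genes that are most abundant in replicate 1 of the other cross took 6.63% of the reads in the marked column of Col-0 X C24 and 9.11% in that of C24 X Col-0. LTP6 (AT3G08770) had the most reads in both unmarked columns, with 274557 in Col-0 X C24 and 468236 in C24 X Col-0, and 2988 and 3018 in the marked ones. A rescaling of the same counts is argued against by 69 loci in Col-0 X C24 and 248 in C24 X Col-0 with 0 reads in the unmarked and at least 5 in the marked column. Lower depth is argued against by replicate 2 of Col-0 X C24, which has a similar total and a share of 20.9%. Nuclease treatment of the marked libraries may be the source. The ratio of marked to unmarked counts fell with the abundance in the other cross (Spearman rho across genes -0.50 in Col-0 X C24 and -0.32 in C24 X Col-0), but any flattening gives such a relation, so nuclease treatment and other normalization of the library cannot be told apart from these counts. The paper places the nuclease treatment on replicate 2, whereas the mark stands beside replicate 1. No biological explanation was tested.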

How the results depend on the processing

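The number of genes that differ between the crosses depends on the replicate block and on the test. It was 0 of 16779 in the main comparison (1251 at an unadjusted p under 0.05), and also 0 with RLE normalization (1277), with genes of at least 10 counts in every library (902 of 13781), without chloroplast and mitochondrial genes (1255) and without robust shrinkage (1258). It was 1118 with the replicate block, with 376 higher in Col-0 X C24 and 742 lower, 302 with DESeq2 (116 higher, 186 lower), and 585 with no filter on 29809 genes (199 higher, 386 lower), where the median log2 fold change of all genes shifted to -0.46. Chosen after the data were seen, the replicate block gave 786 with genes of a mean count over 100 and 1522 with RLE normalization. In simulated data with the replicate differences of the real libraries, the test without the block recovered 0% of changed genes and the test with it 93.3%. For such changes, the 0 genes therefore do not come from the number of libraries alone. The simulated changes were large and in the more abundant genes, and the replicate differences were the same in both crosses. Recovery with the block may therefore be lower in the real libraries. Leaving a library out leaves 1 library in a cross, and those fits used a fixed dispersion without a test, so no genes were called from them.

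For the lists of genes, all alternatives with a test kept the direction, lower in Col-0 X C24, and RLE normalization kept the call. For the literature PEGs the adjusted p of 0.0175 rose to 0.323 with fry, 0.386 with an estimated correlation and 0.09995 with the replicate block, and, chosen after the data were seen, to 0.182 with fry and the replicate block and 0.438 with an estimated correlation and the replicate block. For the endosperm-specific genes it was 0.303 with fry and 0.314 with an estimated correlation, and 0.179 and 0.355 with the block added. For the de novo PEGs it was 0.0879 with an estimated correlation, 0.0734 with fry and the replicate block, and 0.326 with an estimated correlation and the replicate block. The replicate block changed no other call of the lists in camera. With each library left out, the median log2 fold change of the de novo PEGs lay between -1.63 and -1.15, that of the endosperm-specific genes between -0.95 and -0.04, and that of the literature PEGs between -0.56 and 0.08. The last 2 were closest to 0 or above it without replicate 2 of C24 X Col-0. The cause was not tested.

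Literature PEGs with more than 5 reads stayed within 1.5 times the main count under every alternative run, from 50 to 51 in Col-0 X C24 and from 52 to 62 in C24 X Col-0 across the values that left out a replicate. The mean normalized count of the de novo PEGs depends on the scale. In Col-0 X C24 it was 36.1 with median-of-ratios factors, 37.8 with TMM-scaled counts and 36.6 with raw counts, and in C24 X Col-0 86.8, 89.5 and 90.4. With a replicate left out it lay between 44.0 and 73.6 in Col-0 X C24 and between 116 and 169 in C24 X Col-0. With a threshold of 5, 23 de novo PEGs were under it in both crosses, and from 29 to 51 were under 10 with a replicate left out.

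The fall from replicate 1 to replicate 2 in the share of the most abundant genes was seen under every alternative run, as 0.756 in Col-0 X C24 and 0.695 in C24 X Col-0. It was 0.554 and 0.701 with 10 genes, 0.817 and 0.749 with 1000 genes, 0.844 and 0.679 ranked in each library itself, and 0.700 in C24 X Col-0 without chloroplast and mitochondrial genes. With the columns marked N in place of replicate 2, chosen after the data were seen, it was 0.241 and 0.251, and the share of the literature PEGs rose 1.73 and 2.42 times in place of 1.95 and 2.61.

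For the 27 named genes that were tested, 74 of 81 alternatives with a test kept the direction and side of the threshold. With the replicate block, 5 passed the threshold, and the log2 fold change changed sign for PHERES2 (AT1G65300), from -0.17 to 0.018, and AT2G27120, from -0.11 to 0.22. With 1 library left out, 13 of the 27 changed sign in at least 1 case. For 5 amplicon libraries no column was found, so the alternatives set for the amplicon counts were not run.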

Differences from the paper's values

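In Table 2, the normalized count of PHERES1 (AT1G65330) in Col-0 X C24 is 407 in the paper, and 58.3 ± 5.95 (SD, n = 2) in the counts. For AT2G40520 the paper gives 546 in Col-0 X C24 and 303 in C24 X Col-0, and the counts gave 133 ± 84.6 and 166 ± 51.8. For AT3G49770 in C24 X Col-0 the paper gives 267, and the counts gave 26.7 ± 2.34. Of the alternatives set before the data were examined, median-of-ratios factors, TMM-scaled counts and raw counts were run, and none closed any of these gaps.

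The values above differ by more than the SD between replicates and by more than 1.5 times. Other values of the table differ by more than 1.5 times but by less than that SD. For HDG3 (AT2G32370) the paper gives 54 in Col-0 X C24 and 128 in C24 X Col-0, and the counts gave 546 ± 699.7 and 303 ± 317. For AT1G67820 in Col-0 X C24 the paper gives 88, and the counts gave 407 ± 377. For PKR2 (AT4G31900) in Col-0 X C24 the paper gives 133, and the counts gave 88.2 ± 46.5.

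In the ranking of the same table by normalized count in Col-0 X C24, AT2G40520 is first in the paper and HDG3 (AT2G32370), at 546, was first in the counts, with a replicate SD of 699.7.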

Other observations

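The tests of the loss of abundant cDNA, of genomic DNA, of the TMM normalization and of the background among literature PEGs were chosen before their results were seen, and those of the C24 alleles and of the values in Table 2 after.

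Replicate 2 departed from replicate 1 in the same direction in both crosses. With the cross as a block, a comparison added after the data were seen, 1663 genes differed between replicates 1 and 2. A candidate explanation is the loss of abundant cDNA by the nuclease. If so, and if the columns marked N come from treated libraries, which is not known, genes that fall from replicate 1 to replicate 2 in one cross would also fall from the unmarked to the marked column in the other cross, where no library is shared. The Spearman correlation across the 16779 tested genes was 0.38 for the replicates of Col-0 X C24 against the columns of C24 X Col-0, and 0.32 the other way round. Between the 2 crosses the replicate ratios themselves correlated at 0.53. Genes are not independent replicates. Both kinds of ratio fall with abundance, so any flattening could give these correlations, and the loss by nuclease and any other step shared by the replicate 2 libraries cannot be told apart.

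With the replicate block, 66.4% of the genes that differed between the crosses were higher in C24 X Col-0. Loss of reads from C24 alleles against the Col-0 reference at some genes would give the opposite excess. That comparison rests on the same share of 66.4% and is no separate test. A loss shared by all genes would be taken out by the normalization. Genomic DNA in replicate 2 of C24 X Col-0 would matter little among genes with a mean count over 100, where 67.8% of calls were higher in C24 X Col-0. With RLE in place of the TMM normalization the share was 67.8%. The accessions of the seed parents remain an untested biological explanation. The gene of lowest adjusted p in each direction under the block was chosen after the values were seen. AT1G11590 had 2378 and 1394 reads in Col-0 X C24 against 1 and 2 in C24 X Col-0. SADHU3-1 (AT3G44042) had 1 and 0 reads in Col-0 X C24 against 773 and 220 in C24 X Col-0.

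The normalized counts printed in Table 2 may be listed against other genes of the table. In the order of the table, 3 of 9 values of Col-0 X C24 and 2 of 9 of C24 X Col-0 lay within 1 of the counts. The reassignment of genes that best fits Col-0 X C24 moved 6 genes and brought 9 of 9 values of that cross within 1. Applied to C24 X Col-0, which was not used to find it, values listed against other genes of the table would account for 8 of 9, and 1 of the 362880 possible orders did as well. The remaining value is 267 in the paper for AT3G49770, where the counts gave 26.7, the same digits with the decimal point moved. No biological explanation applies to this pattern.

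More literature PEGs passed 5 reads in C24 X Col-0 than in Col-0 X C24, 59 against 51. With the expected background taken off replicate 2 of C24 X Col-0, 57 still passed. In replicate 1 alone, however, the counts were 52 and 51. The background of that library and a difference between the crosses cannot be told apart here, because the background is uneven over loci and the replicate 2 libraries differ in depth.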
